A study of Homo sapiens with 9 samples. Its data were reported in "Parallel comparison of Illumina RNA-Seq and Affymetrix microarray platforms on transcriptomic profiles generated from 5-aza-deoxy-cytidine treated HT-29 colon cancer cells and simulated datasets" (2013).

How the data were processed

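Total RNA of 9 HT-29 cultures, 3 at each of 0, 5 and 10 µM 5-Aza, had been labelled with biotin and hybridised to Affymetrix U133 Plus arrays, 1 array per culture. Groups were taken from the sample labels. The deposited values are log2 signals for 54675 probe sets per array. The submitters' notes name RMA and the affy package 1.14.2 for their processing. The values themselves have another form, that of MAS 5.0 signals. They are log2 of multiples of 0.1 with a minimum of -3.32, the linear signals have a 2% trimmed mean of 250.0 on every array, and the sorted values of different arrays differ by up to 1.58, so the arrays were scaled by 1 factor each and not quantile normalized. The array medians ranged from 5.07 to 5.52, and 6 probe sets had a missing value and were left out. Fold changes of dim genes are therefore large and noisy, and a gene whose signals all lie below the floor in 1 group is given only as at least so many fold. For that bound, each value below the median of its array was raised to that median. No fold is given where both groups lie below the floor.

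Probe sets were named with the platform's gene table and the symbols of RefSeq (GRCh38.p14): 41091 had 1 gene, 1801 several and 11721 none, and 62 were controls. Each of the 19775 genes was represented by its probe set with the highest mean over all 9 arrays. A gene was tested when it reached the median of all probe sets of the array on all 3 arrays of at least 1 group. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on all 9 arrays, 1 mean per group), and a gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and more than 2-fold. The study also names eBayes and these thresholds, but its input and its filter on present probe sets were others, and it compared 5 µM with 0 µM and 10 µM with 5 µM only. The comparisons were 5 µM against 0 µM, 10 µM against 5 µM and 10 µM against 0 µM. Gene-level tests were two-sided.

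Gene groups were 38 lists fixed before the data were examined, as were the comparisons, the tests and most alternatives. Of these lists, 909 of 1019 entries matched a gene in the probe table used here, which is what on the array means for the lists. The 37 lists with at least 5 tested members were tested with camera of limma at its preset inter-gene correlation of 0.01, adjusted over the lists. Camera compares a list with all other tested genes. Each list was tested again with a correlation estimated from the data and with fry, which asks whether the genes of a list move, on balance, one way and does not compare them with other genes. With the estimated correlation 2 lists passed at 5 µM against 0 µM (G1/S and germline genes), 1 at 10 µM against 5 µM (germline genes) and 1 at 10 µM against 0 µM (G1/S genes). Counts within a list were adjusted over all tested genes and over the list alone.

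Genes are named by a rule fixed along with the lists: DNMT1, SPARC, GAPDH and the genes the study had assayed by PCR, the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap, and up to 4 called members of each list (or 2 with the smallest p where none was called). The text prints part of them. Certain genes of the lists are not reported here.

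The array's control probe sets were summarised as the 3' minus 5' log2 signal of actin and GAPDH, the 18S rRNA signals and the hybridisation spikes, and were compared between the 3 groups with an exact permutation test. Relations between fold changes that share a control group and overlaps of calls were set against 100 simulated data sets with unchanged groups. Neighbouring called genes were counted along the chromosomes and compared with 100000 shuffles of the calls within 20 bins of mean signal. The code was tested on simulated data with 200 changed genes per comparison. There limma called 80% to 88% of genes changed 2.5-fold and at most 2% of those changed 1.5-fold, with 3 to 6 false calls among 11413 to 11426 genes, and camera found the 1 shifted list and no other.

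The alternatives fixed along with the lists were no filter or a floor at the 60th percentile, the mean of the probe sets of a gene, probe sets without _x_at and _s_at, probe sets in place of genes, fits of the 2 groups alone, the replicate number as a block, Student's test per gene as in the methods of the study, a SAM statistic, eBayes with trend and robust (for lists, the trend alone), array weights, quantile normalization, equal array medians, no fold threshold, folds of linear means, and leaving out each array. Those added after seeing the data raised low signals to the floor, took the actin 3' minus 5' signal as a covariate or left out 10 µM replicates 2 and 3, whose 18S 5' signal stood apart. Sequencing data of the same cultures were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.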

Results

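Gene expression was measured in HT-29 cells, a human colon adenocarcinoma line, after exposure to 5-aza-deoxycytidine (5-Aza), a cytidine analog that blocks DNA methyltransferases. The cultures received 0, 5 or 10 µM 5-Aza, with 0 µM being the DMSO vehicle, and each of the 3 groups held 3 biological replicates. Total RNA of each culture was hybridised to 1 Affymetrix U133 Plus array, which gave 9 arrays. Genes above the signal floor, the array median, on all 3 arrays of a group numbered 10879 at 0 µM, 11323 at 5 µM and 10975 at 10 µM. A total of 11756 genes were tested. The number of arrays, 3 per group, limits the precision of every value below.

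The control probe sets of the arrays differed between the doses. The 3' minus 5' signal of the actin control, which grows as RNA is degraded or copied incompletely, was 2.09 ± 0.19 at 0 µM (log2, SD, n = 3), 2.59 ± 0.10 at 5 µM and 2.98 ± 0.17 at 10 µM. The same measure for the GAPDH control was 0.192 ± 0.064, 0.318 ± 0.016 and 0.572 ± 0.113. For both, an exact permutation test over the 1680 arrangements of the 9 arrays gave p = 0.00357, the smallest it allows (adjusted p = 0.0054 over 6 control measures). The scaled signals of the hybridisation spikes differed too, with means of 11.45, 11.33 and 11.62 with increasing dose (exact permutation test, p = 0.00357, for the bioB spike alone also p = 0.00357). So did the 3' signal of 18S rRNA (13.34, 12.83 and 13.55, exact permutation test, p = 0.0107). Both carry the scaling factor of their array, which is set by the signals of the whole array. These differences are therefore not independent of the RNA of the cells, and a part of the scaling in them was not tested. DNMT1, the maintenance DNA methyltransferase that 5-Aza traps, had a log2 signal of 8.61 ± 0.10, 8.88 ± 0.09 and 9.27 ± 0.09 (SD, n = 3) with increasing dose. Its log2 fold change was 0.27 ± 0.10 (SE) at 5 µM (adjusted p = 0.0649) and 0.67 ± 0.10 at 10 µM (adjusted p = 0.00199), both under 2-fold. SPARC, a matrix protein gene whose silencing the study followed, lay below the floor on all 9 arrays with both of its probe sets and was not tested. The study detected SPARC at 5 µM and not in the vehicle by RNA-Seq and by PCR, but saw no activation in its microarray data. A signal below the floor here therefore does not show that the gene stayed silent.

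**Figure D1:**
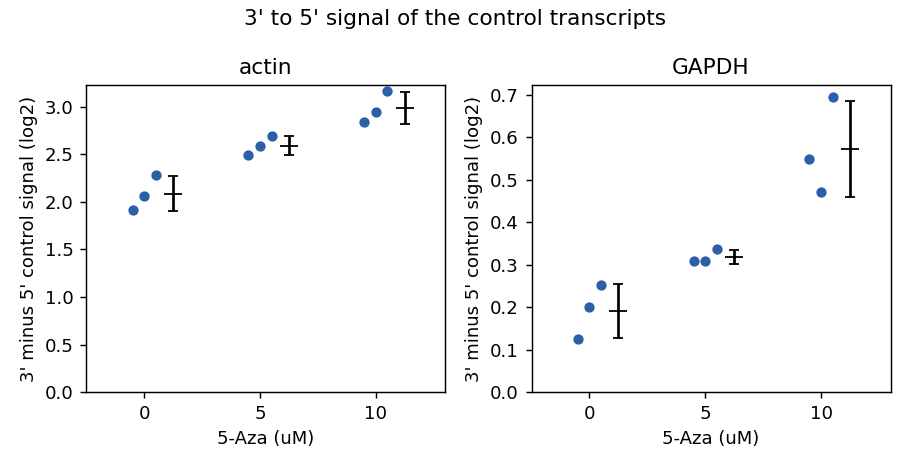
The 3' minus 5' log2 signal of the actin and GAPDH controls is plotted against the 5-Aza dose in µM. Each point is 1 array and each bar is the mean ± SD of 3 arrays. The actin means are 2.09, 2.59 and 2.98, and the GAPDH means are 0.192, 0.318 and 0.572.

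The comparison of 5 µM with 0 µM 5-Aza asked which genes changed at the lower dose. Genes that normally act in germ cells were among the largest rises. MAEL, a piRNA pathway gene, lay below the floor on all 3 vehicle arrays and was at least 21.8-fold higher at 5 µM, where its log2 signal was 9.60 ± 0.13 (SD, n = 3). DAZL, a germ cell RNA-binding protein, was at least 9.5-fold higher, at 8.39 ± 0.02. Interferon-stimulated genes, antigen presentation genes, inflammatory NF-κB genes and G1/S cell cycle genes had positive medians as lists that passed camera. Ribosomal protein genes, which also passed, had a slightly negative one. With an estimated correlation the G1/S list passed (adjusted p = 0.0176) and the others did not (interferon 0.218, antigen presentation 0.114, NF-κB 0.0621, ribosomal 0.241). With limma, 1011 genes were higher and 155 lower (adjusted p at most 0.05 and more than 2-fold). Thus 86.7% of the called genes were higher, and 78.7% after quantile normalization. With the actin 3' minus 5' signal as a covariate, chosen after seeing the data, limma called 555 genes higher and 108 lower. The median change of the 1011 higher genes was then 1.71 against 1.61 without it, while their median standard error grew from 0.232 to 0.427. Of the 1011 genes, 313 lay below the floor on all 3 vehicle arrays. The 3 values of one group lay entirely beyond those of the other for 56.4% of the tested genes, against 10% by chance.

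A gene below the floor in every group was not tested, so the shares and medians below describe only the members of a list that reached the floor. Of 30 germline genes on the array, 12 were tested and 11 were higher at 5 µM, and 11 were higher when adjusted over the list alone. The median log2 fold change of the list was 4.30, or 1.95 with every low signal raised to the floor (camera, adjusted p = 3.43e-07, and 0.0213 with an estimated correlation). The meiotic genes HORMAD1 and DMRTB1 were at least 3.35-fold and 3.95-fold higher. Of 23 cancer-testis antigen genes on the array, 6 were tested and 5 were higher (5 over the list alone), with a median of 1.96, or a 2.20-fold rise with low signals raised (adjusted p = 0.000939, and 0.0621 with an estimated correlation). MAGEA4 was at least 4.66-fold and MAGEB2 at least 2.64-fold higher. Among 13 imprinted genes, 5 were higher without the list passing camera (adjusted p = 0.201), and PEG10, an imprinted gene of retrotransposon origin, was at least 10.3-fold higher. Of 17 genes known to be hypermethylated in colorectal cancer, 5 were higher (camera, adjusted p = 0.136), including DKK1, a Wnt antagonist (log2 fold change 2.62 ± 0.18, SE), and TAC1, a neuropeptide gene (2.99 ± 0.18).

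All 46 tested interferon response genes had a positive change at 5 µM, and 30 of them were called higher (32 over the list alone). Their median log2 fold change was 1.40 (camera, adjusted p = 4.78e-16, and 0.218 with an estimated correlation). The ubiquitin ligase gene HERC5 was at least 9.87-fold higher. The antiviral membrane protein gene IFITM1 rose by 3.02 ± 0.26 (log2, SE), from a signal of 9.15 ± 0.48 to 12.16 ± 0.15 (SD, n = 3), and RSAD2, another antiviral effector, rose by 2.53 ± 0.28. Of 20 genes of MHC class I presentation, 8 were higher (8 over the list alone), with a median of 0.91 (adjusted p = 1.86e-05, and 0.114 with an estimated correlation). These included NLRC5, the class I transactivator (2.84 ± 0.32), the peptide transporter gene TAP1 (1.80 ± 0.17), the immunoproteasome subunit gene PSMB9 (1.74 ± 0.29) and HLA-B (1.58 ± 0.16). Of 15 sensors of cytosolic nucleic acids, 2 were higher, with a median of 0.45 (adjusted p = 0.0105, and 0.153 with an estimated correlation), among them DHX58 (1.34 ± 0.21). Of 21 inflammatory NF-κB genes, 12 were higher (12 over the list alone), with a median of 1.08 (adjusted p = 1.86e-05, and 0.0621 with an estimated correlation). The chemokine gene CCL20 rose by 4.53 ± 0.49 and CXCL8 by 1.88 ± 0.29.

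All 27 tested G1/S genes had a positive change at 5 µM, and 10 were called higher (10 over the list alone). Their median log2 fold change was 0.88 (camera, adjusted p = 1.3e-08, and 0.0176 with an estimated correlation). The cyclin gene CCNE2 rose by 2.67 ± 0.14 (log2, SE) and the replication licensing gene CDT1 by 1.44 ± 0.14. Of 18 DNA repair genes, 5 were higher, with a median of 0.41 (adjusted p = 0.0112, and 0.24 with an estimated correlation), including the DNA ligase gene LIG1 (1.48 ± 0.22) and BRCA1 (1.29 ± 0.13). The repair list did not pass with the mean of the probe sets of a gene or with the actin signal as a covariate. UHRF1, which guides DNMT1 to replicating DNA, rose by 1.31 ± 0.09, although the list of DNA methylation machinery did not pass camera (2 of 18 higher, adjusted p = 0.606). Of 8 replication-dependent histone genes, 4 were higher, with a median of 0.93 (adjusted p = 0.00975, and 0.251 with an estimated correlation), and H4C8 rose by 1.90 ± 0.16. All 6 metallothionein genes were higher (6 over the list alone), with a median of 1.34 (adjusted p = 0.000939, and 0.287 with an estimated correlation), and the metal-binding protein gene MT1X rose by 1.75 ± 0.23. Of 17 cholesterol synthesis genes, 2 were higher, with a median of 0.55 (adjusted p = 0.000156, and 0.0621 with an estimated correlation), among them the lanosterol synthase gene LSS (1.43 ± 0.16). The list of p53 targets did not pass camera (4 of 27 higher, adjusted p = 0.139), while its members TP53INP1 (2.35 ± 0.14) and CDKN1A (1.54 ± 0.16), a cell cycle inhibitor, were called higher.

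Lists of gut, neuronal, fibroblast and mesenchymal markers passed camera at 5 µM, while hepatocyte and blood cell markers did not. Of 26 goblet and secretory cell markers on the array, 18 were tested and 11 were higher (11 over the list alone), with a median log2 fold change of 1.78, or 1.12 with low signals raised to the floor (camera, adjusted p = 3.6e-05, and 0.0973 with an estimated correlation). DEFA6, a defensin gene of Paneth cells, was at least 2.99-fold higher. Of 25 enterocyte markers on the array, 12 were tested and 5 were higher, with a median of 0.80 (adjusted p = 0.0367, and 0.153 with an estimated correlation), and the brush border peptidase gene ANPEP was at least 3.75-fold higher. Without 10 µM replicate 1, which lends its spread to the fit, the adjusted p of the enterocyte list was 0.0557. Of 22 neuronal markers on the array, 8 were tested and 5 were higher, with a median of 1.56 (adjusted p = 0.00116, and 0.0621 with an estimated correlation). UCHL1, a neuronal deubiquitinase gene, was at least 7.49-fold higher. Of 15 fibroblast and endothelial markers on the array, 5 were tested and 4 were higher, with a median of 1.57 (adjusted p = 0.0067, and 0.0973 with an estimated correlation), including LUM, a matrix proteoglycan gene (1.57 ± 0.16, SE). Of 31 mesenchymal genes on the array, 13 were tested and 6 were higher, with a median of 0.67 (adjusted p = 0.00647, and 0.135 with an estimated correlation), and the fibronectin gene FN1 was at least 3.25-fold higher. The list of muscle markers, with 15 genes on the array, had fewer than 5 tested members and was not tested. Without a filter on dim genes the neuronal, fibroblast, mesenchymal and enterocyte lists did not pass camera. The mesenchymal list did not pass with the mean of the probe sets of a gene either, nor the enterocyte list with array weights, a higher floor or 10 µM replicates 2 and 3 left out.

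Fewer genes were lower at 5 µM. Of 37 ribosomal protein genes, 36 had a negative change, with a median log2 fold change of -0.43, and 1, RPL3, was called lower (-1.12 ± 0.16, SE; camera, adjusted p = 1.22e-12, and 0.241 with an estimated correlation). The median of this list was -0.12 after quantile normalization, which also brought RPL3 to -0.87. Of 27 epithelial junction and keratin genes, 1 was higher and 1 lower, with a median of -0.19 (adjusted p = 0.018, and 0.294 with an estimated correlation). KRT19, an epithelial keratin gene, fell by 1.54 on the log2 scale. The largest fall to a level above the floor was that of ANXA13, an annexin gene of intestinal epithelium, which fell by 2.47 (SE 0.19). FGF19, an intestinal hormone gene induced by bile acids, fell by 2.13 (SE 0.25), and AKR1B10, an aldo-keto reductase gene, fell by 2.12 (SE 0.17). MYC fell by 1.19 (SE 0.13) within a list of 13 Wnt and stem cell genes that did not pass camera (adjusted p = 0.096). Of 21 oxidative phosphorylation genes, none was called by limma, 5 had a positive change, and the median was -0.19 (adjusted p = 0.0228, and 0.51 with an estimated correlation). That list had adjusted p = 0.0582 without 0 µM replicate 2 and 0.0563 without 5 µM replicate 1. The oxidative phosphorylation and epithelial lists did not pass after quantile normalization, with the mean of the probe sets of a gene or with the actin signal as a covariate.

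The remaining lists were not set apart from other genes by camera at 5 µM, or narrowly. Of 33 G2/M genes, 2 were higher, with a median log2 fold change of 0.34 (camera, adjusted p = 0.0193, and 0.541 with an estimated correlation). The 2 genes, CDK1 (0.94) and KIF23 (0.93), were both under 2-fold without 0 µM replicate 3, where the list had adjusted p = 0.143, and KIF23 also after quantile normalization (0.91). The G2/M list did not pass with quantile normalization or array weights. Camera gave adjusted p = 0.0802 for 23 hypoxia and glycolysis genes (4 higher), 0.0903 for 24 genes of the integrated stress response (2 higher), 0.283 for 12 heat shock genes (2 higher) and 0.283 for 25 apoptosis genes (2 higher). It gave 0.348 for 13 housekeeping genes (none called by limma), 0.396 for 34 genes of xenobiotic metabolism (6 higher, 3 lower), 0.575 for 6 hepatocyte markers (1 higher) and 0.678 for 8 genes of bile acid and lipid handling (3 higher, 1 lower). It gave 0.733 for 8 MHC class II genes (1 higher), 0.836 for 5 blood cell markers (1 higher) and 0.851 for 15 genes that handle deoxycytidine (2 higher, 1 lower), whose median was 0.15 while the test pointed down. Fry, which does not compare with other genes, gave a common direction upward for several lists that did not pass camera, among them hypoxia and glycolysis (adjusted p = 5.71e-05), p53 targets (1.49e-05), bile acid and lipid handling (0.000277), apoptosis (0.00913), heat shock (0.0292) and hepatocyte markers (0.0385), and downward for Wnt and stem cell genes (0.000654). GAPDH had a change of -0.33 ± 0.12 (SE; adjusted p = 0.0738) that became 0.02 after quantile normalization. Of 10 genes the study had assayed by PCR, 4 were higher and 2 lower (4 and 2 over the list alone). The study chose them on these samples, so this is not independent evidence. Without 5 µM replicate 1, IRF7 (0.99) and MAPK10 (0.92) were under 2-fold and 2 of the 4 remained, and MAPK10 was at 0.82 after quantile normalization. Of the 10, IL1R1 rose by 2.17 ± 0.11 and TGM2, a transglutaminase gene, fell by 1.49 (SE 0.10). By PCR the study found IL1R1, CXCL8, MAPK10 and ALDH3A1 changed in the direction called here. Its PCR values for TGM2 and IRF7 pointed the other way, without a significant difference. With the most influential array left out, 25 of the 30 interferon genes, 7 of the 10 G1/S genes, 10 of the 12 NF-κB genes and 4 of the 6 metallothionein genes were still called. So were 3 of the 5 repair genes and 4 of the 6 of xenobiotic metabolism, and 1 of 2 among the cytosolic sensors, the stress response genes and the lower Wnt genes. After quantile normalization 2 of the 5 repair genes and 7 of the 10 G1/S genes were called.

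**Figure D2:**
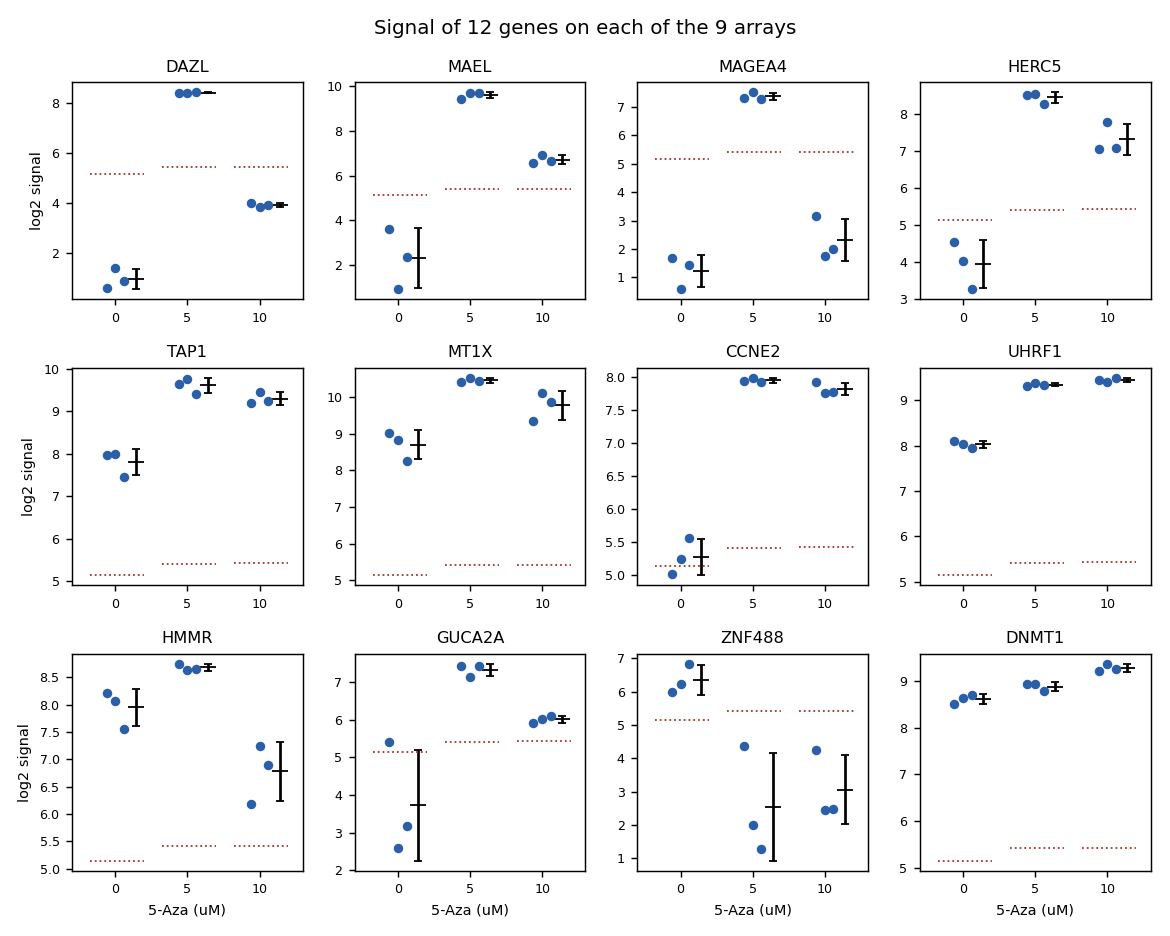
The log2 signal of 12 genes is plotted against the 5-Aza dose in µM. Each point is 1 array, each bar the mean ± SD of 3 arrays, and the dotted lines are the means of the array medians that serve as the floor. DAZL is at 0.94, 8.39 and 3.89 with increasing dose and UHRF1 at 8.03, 9.35 and 9.45.

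The comparison of 10 µM with 5 µM 5-Aza asked what changed between the doses. Most of the called genes were lower at 10 µM, and germline genes that had been higher at 5 µM were among the largest falls. DAZL was at least 7.84-fold lower at 10 µM than at 5 µM and again below the floor on all 3 arrays. SYCP3, a component of the meiotic synaptonemal complex, was at least 9.05-fold lower, and MAGEA4 at least 3.85-fold lower. The lists of mitotic genes and replication-dependent histone genes also had negative medians and that of G1/S genes a slightly positive one. All 3 passed camera, and none did with an estimated correlation (adjusted p = 0.125, 0.118 and 0.0586). With limma, 31 genes were higher and 245 lower, of which 62 lay below the floor on all 3 arrays at 10 µM. The 3 values of one group lay entirely beyond those of the other for 35.9% of the tested genes, against 10% by chance. Single arrays moved these counts to 18 higher and 142 lower without 5 µM replicate 3, 88 higher without 10 µM replicate 2 and 11 higher without 10 µM replicate 3.

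Of 12 germline genes, 8 were lower at 10 µM than at 5 µM (8 over the list alone), with a median log2 fold change of -2.46, or -1.60 with low signals raised to the floor (camera, adjusted p = 2.54e-07, and 0.0386 with an estimated correlation). DMRTB1 was at least 3.26-fold lower. Of 6 cancer-testis antigen genes, 2 were lower (3 over the list alone), with a median of -1.22, or -0.82 with low signals raised (adjusted p = 0.00019, and 0.0586 with an estimated correlation). MAGEA6 fell by 1.45 (SE 0.16). Of 17 genes hypermethylated in colorectal cancer, 2 were lower without the list passing camera (adjusted p = 0.0631). HLTF, a chromatin remodelling gene, was at least 2.92-fold lower and TAC1 fell by 3.02 (SE 0.18). Beside these falls, the actin 3' minus 5' signal was 2.59 ± 0.10 at 5 µM and 2.98 ± 0.17 at 10 µM (log2, SD, n = 3).

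Of 33 G2/M genes, 32 had a negative change at 10 µM against 5 µM and 15 were called lower (17 over the list alone). Their median log2 fold change was -1.05 (camera, adjusted p = 4.73e-15, and 0.125 with an estimated correlation). HMMR, a mitotic spindle gene, fell by 1.90 (SE 0.26), from a signal of 8.68 ± 0.06 to 6.78 ± 0.54 (SD, n = 3), BIRC5, the survivin gene, fell by 1.61 (SE 0.24) and TPX2, a spindle assembly gene, fell by 1.53 (SE 0.23). All 8 replication-dependent histone genes had a negative change and 4 were lower, with a median of -1.01 (adjusted p = 1.44e-06, and 0.118 with an estimated correlation). H1-2 fell by 1.76 (SE 0.19). By contrast, 20 of 27 G1/S genes had a positive change, with a median of 0.36 (adjusted p = 0.00119, and 0.0586 with an estimated correlation), and 1 of them was called higher. This gene, TYMS, which encodes thymidylate synthase, rose by 1.03 ± 0.13 and was under 2-fold without 5 µM replicate 3 (0.95), 10 µM replicate 1 (0.98) or 10 µM replicate 3 (0.98). The 18 DNA repair genes had a median of 0.16 with none called by limma (adjusted p = 0.0405, and 0.329 with an estimated correlation). Without 5 µM replicate 2 their adjusted p was 0.0649 and without 10 µM replicate 3 it was 0.133. The actin 3' minus 5' signal, 2.98 ± 0.17 at 10 µM against 2.59 ± 0.10 at 5 µM, and the GAPDH signal, 0.572 ± 0.113 against 0.318 ± 0.016, differed along with the mitotic and histone genes. With the actin signal as a covariate both lists still passed camera.

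Of 46 interferon response genes, 7 were lower at 10 µM than at 5 µM (7 over the list alone), with a median log2 fold change of -0.45 (camera, adjusted p = 6.45e-08, and 0.353 with an estimated correlation). USP18, which removes the ubiquitin-like ISG15, fell by 1.52 (SE 0.23) and the viral RNA sensor gene OAS3 fell by 1.34 (SE 0.24). Of 20 MHC class I genes, 1 was lower, the chaperone gene PDIA3, which was 2.82-fold lower, and the list median was -0.27 (adjusted p = 0.0037, and 0.271 with an estimated correlation). The 2 other probe sets of PDIA3 above the floor had the same sign and were not called. Of 18 goblet and secretory markers, 4 were lower (7 over the list alone), with a median of -0.84 (adjusted p = 4.98e-06, and 0.0972 with an estimated correlation). The mucin gene MUC2 was 2.83-fold lower. All 17 cholesterol synthesis genes had a negative change without any being called by limma, with a median of -0.40 (adjusted p = 2.56e-05, and 0.0586 with an estimated correlation). All 6 metallothionein genes had a negative change, with a median of -0.79 (adjusted p = 0.00265, and 0.334 with an estimated correlation). The 1 called lower, MT1F, was under 2-fold without 5 µM replicate 1 (-0.98) or 2 (-0.99) or 10 µM replicate 1 (-0.85) or 3 (-0.96). Of 8 neuronal markers, 2 were lower, with a median of -0.34 (adjusted p = 0.0236, and 0.125 with an estimated correlation), and UCHL1 fell by 2.65 (SE 0.26). The 5 fibroblast and endothelial markers had a median of -0.86 (adjusted p = 0.0163, and 0.125 with an estimated correlation) and the 23 hypoxia and glycolysis genes -0.13 (adjusted p = 0.0236, and 0.125 with an estimated correlation), with no member of either called by limma. With the actin signal as a covariate the interferon, MHC class I, metallothionein, neuronal and fibroblast lists did not pass camera. Without a filter on dim genes, or without 10 µM replicates 2 and 3, the neuronal and fibroblast lists did not pass, nor did the neuronal list with a higher floor.

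Smaller or less stable differences between 10 µM and 5 µM followed. Of 27 p53 targets, 3 were lower (1 higher and 3 lower over the list alone), with a median log2 fold change of -0.21 (camera, adjusted p = 0.0405, and 0.125 with an estimated correlation). CDKN1A fell by 1.16 (SE 0.16). Without 5 µM replicate 1 the p53 list had adjusted p = 0.0519 and without 10 µM replicate 1 it had 0.0777. Of 12 heat shock genes, 2 were lower, with a median of -0.27 (adjusted p = 0.0405, and 0.365 with an estimated correlation). Neither, HSPB8 or HSPB1, was called without 5 µM replicate 3, and HSPB8 had a change of 0.73 when probe sets with _x_at or _s_at were left out. The heat shock list had adjusted p = 0.127 without 10 µM replicate 1, 0.0853 without 10 µM replicate 3, 0.0817 without 5 µM replicate 3 and 0.0644 without 5 µM replicate 2. The 27 epithelial junction genes had a median of -0.16 (camera, adjusted p = 0.0449, and 0.365 with an estimated correlation). The 1 called lower, the keratin gene KRT23, fell by 1.12 and stayed called with each array left out. The epithelial list did not pass camera without vehicle replicate 1 (0.0516), 2 (0.0552) or 3 (0.053). Nor did it without 5 µM replicate 2 (0.0649), 5 µM replicate 3 (0.0992) or 10 µM replicate 3 (0.133). It also did not pass with the replicate number as a block. CDA, the cytidine deaminase that inactivates cytidine analogs, fell by 2.76 (SE 0.32), from a signal of 8.34 ± 0.46 to 5.58 ± 0.55 (SD, n = 3), and the drug-metabolising gene CYP2B6 fell by 2.42 (SE 0.27). Among the few genes that were higher at 10 µM, ZNF239, a zinc finger gene, rose by 1.17 ± 0.15 and FJX1 by 1.24 ± 0.20. The remaining 20 of the 37 tested lists had an adjusted p above 0.05. The oxidative phosphorylation list, one of them, had adjusted p = 0.0231 without 10 µM replicate 2. The 34 genes of xenobiotic metabolism had a median of 0.01 while the test pointed down. GAPDH was at -0.13 ± 0.12. Of the genes called lower, 12 of 15 in the G2/M list, 4 of 8 in the germline list, 3 of 7 in the interferon list and 2 of 4 in the secretory list remained with the most influential array left out, as did 3 of 4 histone genes and 2 of 3 p53 targets. With the actin signal as a covariate the p53, heat shock, repair and epithelial lists did not pass camera. The p53 and heat shock lists did not pass with the mean of the probe sets of a gene, the p53 list with array weights, or the p53, repair and epithelial lists without 10 µM replicates 2 and 3.

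The comparison of 10 µM with 0 µM 5-Aza asked what remained different from the vehicle at the higher dose. All 27 tested G1/S genes had a positive change, 12 of 33 mitotic genes were called lower than in the vehicle, and 20 of 46 interferon response genes were called higher. All 3 lists passed camera, and with an estimated correlation the G1/S list passed (adjusted p = 0.00597) while the mitotic and interferon lists did not (0.383 each). CCNE2 rose by 2.53 ± 0.14 (log2, SE), from a signal of 5.28 ± 0.28 to 7.81 ± 0.09 (SD, n = 3). The mitotic cyclin gene CCNB2 fell by 1.82 (SE 0.18), from 9.97 ± 0.23 to 8.15 ± 0.28. With limma, 715 genes were higher and 176 lower, so 80.2% of the called genes were higher. After quantile normalization 514 were higher and 232 lower, a share of 68.9%. Of the 715 genes, 224 lay below the floor on all 3 vehicle arrays, and 28 of them also on all 3 arrays at 10 µM. The 3 values of one group lay entirely beyond those of the other for 44.5% of the tested genes, against 10% by chance. With the actin 3' minus 5' signal as a covariate, chosen after seeing the data, limma called 0 genes higher and 0 lower, with 605 and 203 beyond 2-fold at an unadjusted p under 0.05. The covariate left the median change of the 715 higher genes at 1.45 against 1.44 without it (93.1% with the same sign) and moved that of the 176 lower genes from -1.18 to -0.97, while the median standard error of the higher genes grew from 0.235 to 0.686.

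All 27 G1/S genes had a positive change at 10 µM and 17 were called higher (18 over the list alone), with a median log2 fold change of 1.09 (camera, adjusted p = 2.1e-12, and 0.00597 with an estimated correlation). CDT1 rose by 1.99 ± 0.14 (SE), TYMS by 1.90 ± 0.13, and CHAF1B, a chromatin assembly gene, was at least 2.68-fold higher. Of 18 DNA repair genes, 5 were higher, with a median of 0.57 (adjusted p = 7.16e-05, and 0.241 with an estimated correlation). LIG1 rose by 1.71 ± 0.22 and FANCI, of the Fanconi anemia pathway, by 1.48 ± 0.15. Of 18 genes of the DNA methylation machinery, 3 were higher without the list passing camera (adjusted p = 0.232), among them the chromatin remodeller gene HELLS (1.63 ± 0.19) and UHRF1 (1.42 ± 0.09). Of 33 G2/M genes, 12 were lower (12 over the list alone), with a median of -0.50 (adjusted p = 1.57e-05, and 0.383 with an estimated correlation). BIRC5 fell by 1.49 (SE 0.24) and the securin gene PTTG1 fell by 1.30 (SE 0.19). Along with these changes the actin 3' minus 5' signal was 2.98 ± 0.17 at 10 µM and 2.09 ± 0.19 at 0 µM (log2, SD, n = 3), and with it as a covariate the G2/M list had adjusted p = 0.939.

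Of 46 interferon response genes, 20 were higher at 10 µM than at 0 µM (20 over the list alone), with a median log2 fold change of 0.77 (camera, adjusted p = 3.67e-09, and 0.383 with an estimated correlation). HERC5 was at least 4.49-fold and RTP4 at least 3.47-fold higher, and XAF1, a proapoptotic interferon target, rose by 2.05 ± 0.19 (SE). Of 20 MHC class I genes, 3 were higher, NLRC5 (2.41 ± 0.32), PSMB9 (1.54 ± 0.29) and TAP1 (1.48 ± 0.17), with a median of 0.46 (adjusted p = 0.00446, and 0.374 with an estimated correlation). Of 21 NF-κB genes, 8 were higher (8 over the list alone), with a median of 0.78 (adjusted p = 0.00037, and 0.231 with an estimated correlation). CXCL2 rose by 1.84 ± 0.13 and TNFAIP3, a feedback inhibitor of NF-κB, by 1.56 ± 0.19. The 15 sensors of cytosolic nucleic acids all had a positive change, 2 of them called, with a median of 0.40 (adjusted p = 0.0284, and 0.337 with an estimated correlation). Their adjusted p was 0.0734 without 0 µM replicate 3 and 0.0543 without 10 µM replicate 2, and they did not pass with array weights or without 10 µM replicates 2 and 3. Of 12 germline genes, 5 were called higher (7 over the list alone), of which 3, DAZL among them, lay below the floor on all 6 arrays of both groups. The list had a median of 1.44, or 0.28 with low signals raised to the floor (adjusted p = 0.00821, and 0.231 with an estimated correlation). The germline list did not pass after quantile normalization. MAEL was at least 2.98-fold higher. IGFBP1, a secreted insulin-like growth factor binding protein gene, was at least 9.2-fold higher, against at least 38.7-fold at 5 µM.

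Among the groups that were lower at 10 µM than at 0 µM, all 37 ribosomal protein genes had a negative change, with a median log2 fold change of -0.41 and RPL3 as the called member (-1.07 ± 0.16, SE; camera, adjusted p = 2.1e-12, and 0.383 with an estimated correlation). The median of this list was -0.13 after quantile normalization, and RPL3 was at -0.77 then and at -0.90 without 10 µM replicate 1. Of 27 epithelial junction and keratin genes, 3 were lower, with a median of -0.33 (adjusted p = 7.16e-05, and 0.328 with an estimated correlation), and KRT19 fell by 1.37 (SE 0.10). The other 2, KRT8 (-0.74) and ELF3 (-0.95), were under 2-fold after quantile normalization, KRT8 also without 10 µM replicate 3 (-0.93) and ELF3 without 10 µM replicate 2 (-0.92). The 21 oxidative phosphorylation genes had a median of -0.32 (adjusted p = 0.000876, and 0.396 with an estimated correlation) and the 24 integrated stress response genes -0.28 (adjusted p = 0.0031, and 0.358 with an estimated correlation), with no member of either called by limma. Both of these lists were above an adjusted p of 0.05 after quantile normalization and with the actin covariate. ANXA13 fell by 2.15 (SE 0.19), FGF19 fell by 1.96 (SE 0.25) and AKR1B10 fell by 1.81 (SE 0.17). CDKN2A, a cell cycle inhibitor gene, fell by 1.21 (SE 0.12), or by less than 2-fold (-0.80) when probe sets with _x_at or _s_at were left out. CDA fell by 1.34 (SE 0.32). The remaining 25 tested lists had an adjusted p above 0.05. The medians of the 13 housekeeping genes (0.05), the 8 MHC class II genes (0.02) and the 5 blood cell markers (0.07) were positive while the test pointed down. Some of these lists passed with 1 array left out. Neuronal markers did so without 0 µM replicate 1 (0.0441) or 2 (0.0168) or 10 µM replicate 3 (0.0296), and mesenchymal genes without 0 µM replicate 2 (0.0225) or 3 (0.0498) or 10 µM replicate 3 (0.0226). Metallothioneins did so without 0 µM replicate 1 (0.0387) or 10 µM replicate 1 (0.039), and secretory markers without 10 µM replicate 3 (0.0442). GAPDH had a change of -0.46 ± 0.12 (adjusted p = 0.0221), which was -0.14 after quantile normalization. Of the 10 genes the study had assayed by PCR, chosen on these samples, 3 were higher and 1 lower (3 and 1 over the list alone). With the most influential array left out, 11 of the 20 interferon genes, 14 of the 17 G1/S genes, 3 of the 5 germline genes, 4 of the 5 repair genes and 2 of the 3 methylation genes were still called higher, and 9 of the 12 G2/M genes lower. After quantile normalization 12 of the 17 G1/S genes and 3 of the 5 repair genes were called.

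**Figure D3:**
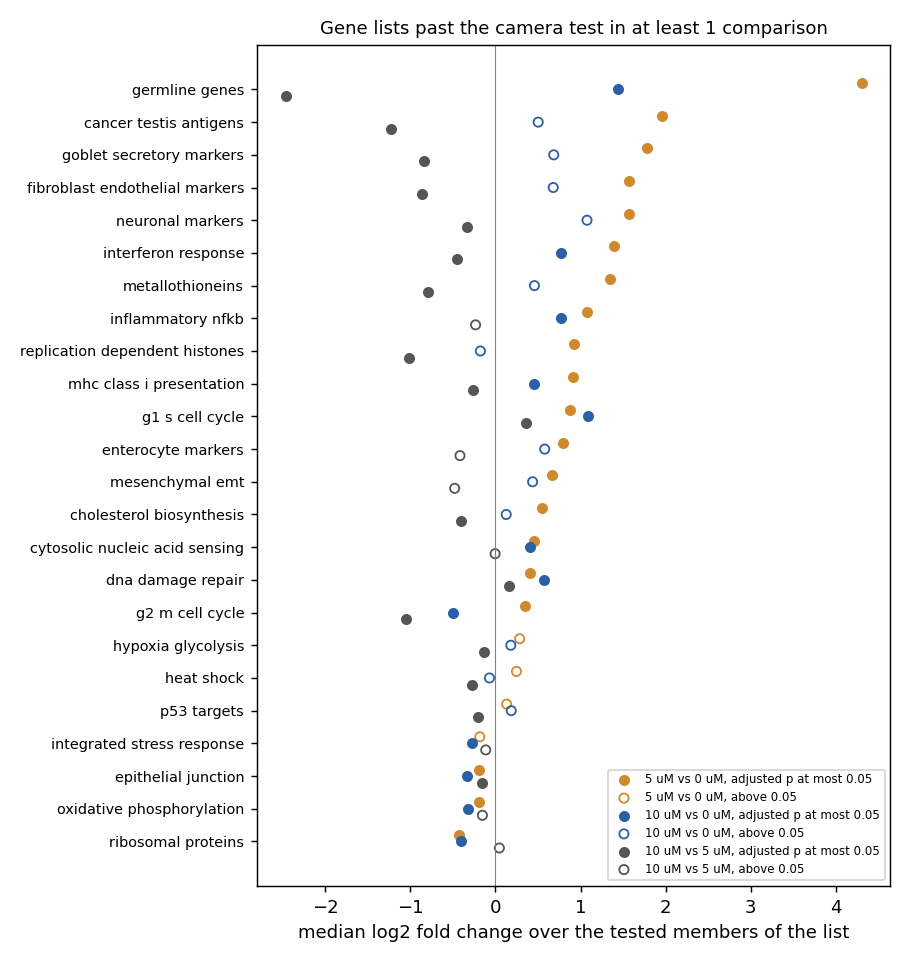
The median log2 fold change of each gene list past camera in at least 1 comparison is plotted for the 3 comparisons. Each point is 1 list in 1 comparison, filled where the adjusted p with the preset correlation is at most 0.05. The germline list is at 4.30, -2.46 and 1.44 for 5 µM against 0 µM, 10 µM against 5 µM and 10 µM against 0 µM, and the G1/S list is above 0 in all 3.

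Many genes were called at both doses against the vehicle. Of the 1011 genes higher at 5 µM, 978 were above their vehicle level at 10 µM and 542 were called there too, against 61.5 for independent lists. Of the 155 genes lower at 5 µM, 153 were below their vehicle level at 10 µM and 62 were called there too, against 2.3 for independent lists. Over all tested genes 75.1% had the same sign at both doses, against 66.6% in simulations of unchanged groups with shared vehicle arrays. The 1011 genes had a median log2 fold change of 1.61 at 5 µM and 1.15 at 10 µM, or 1.27 and 0.79 with low signals raised to the floor, and 881 of them were lower at 10 µM than at 5 µM. Choosing genes by their call at 5 µM favours a larger change at that dose. Of the 245 genes called lower at 10 µM than at 5 µM, 165 (67.3%) were genes called higher at 5 µM than at 0 µM, against 21.1 for independent lists. DAZL, MAGEA4 and H1-2 were among them. Of the same 245 genes, 31 were called lower at 10 µM than at 0 µM, among them BIRC5, and 50 were in neither set. Unchanged groups with shared arrays gave at most 2 calls with limma in any of 100 simulations and no shared call. The values for independent lists leave out the shared arrays and the simulations leave out real changes, so part of each overlap may stem from arrays that both comparisons use.

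Across the 11756 genes, which are not independent replicates, the fold changes of 5 µM and 10 µM against 0 µM had a Pearson r of 0.792 and a Spearman rho of 0.701. Unchanged groups that share the vehicle arrays gave r = 0.5 in 100 simulations, with a covariance of 0.0218 against the measured 0.391. The changes from 0 to 5 µM and from 5 to 10 µM had r = -0.575 and rho = -0.43, against r = -0.501 simulated for a shared 5 µM group, with covariances of -0.212 and -0.0218. This r lay about 1 jackknife SE (0.071) from the simulated value, and 36.5% of genes had the same sign against 33.3% simulated. By sign the changes were thus not more often opposite than in unchanged groups. Both simulated values follow from the shared group whatever the size of the noise, so they cannot tell how far real changes were opposite. The covariance does depend on that size, and -0.190 of the measured -0.212 lay beyond the simulated value. Groups of 3 arrays are too small to give each comparison its own controls, so part of these relations may stem from the shared arrays. Without any filter on dim genes the first r was 0.636.

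**Figure D4:**
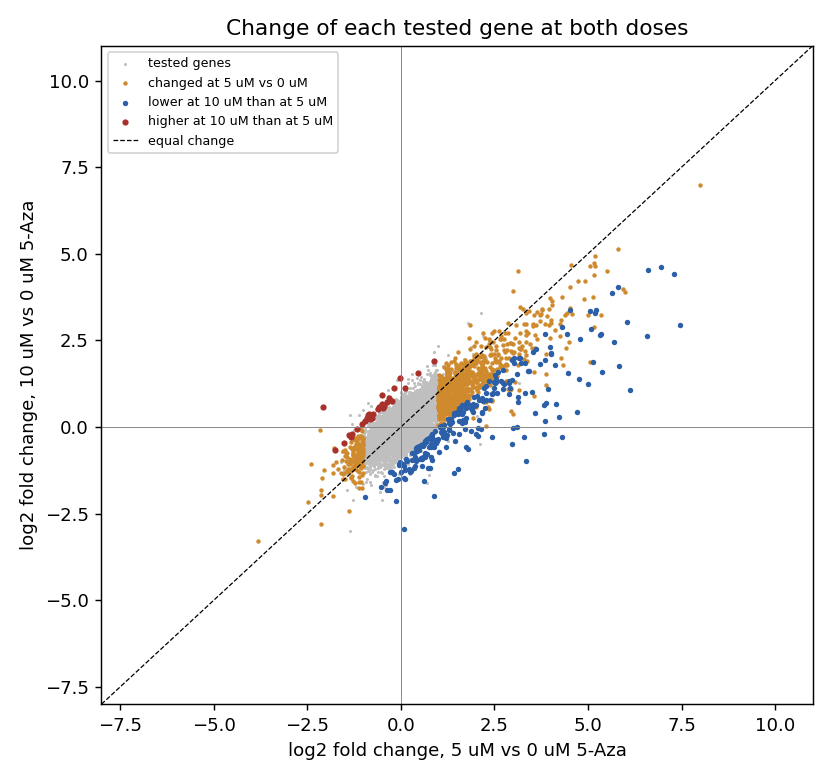
The log2 fold change of each of the 11756 tested genes at 10 µM against 0 µM is plotted over its log2 fold change at 5 µM against 0 µM. Points are genes, coloured by call, and the dashed line marks equal change. The 245 genes lower at 10 µM than at 5 µM lie below the line and the 31 higher genes above it.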

Values the study reported

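The study detected 13006, 13855 and 13330 genes on the microarrays at 0, 5 and 10 µM 5-Aza. With eBayes it listed 782 genes as up-regulated and 259 as down-regulated when 5 µM was compared with 0 µM. From 5 to 10 µM it listed 41 up-regulated and 278 down-regulated genes with the same method. The RNA of the cultures had an RNA integrity number of at least 7.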

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

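The patterns below were noticed in the data, and the limits of each test were written before that test was run. There is 1 exception: the exact interval was added after the share among the brightest genes had been seen, and it changed the reading of that share from argued against to open. The actin covariate and the raising of low signals to the floor were chosen after seeing the data.

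The array's control probe sets lie outside the main measurement and differed from the vehicle arrays. The actin 3' minus 5' signal was 2.59 at 5 µM and 2.98 at 10 µM against 2.09 at 0 µM, and the GAPDH signal was 0.572 at 10 µM against 0.192 at 0 µM (log2, means of 3 arrays). The 18S rRNA 5' signal averaged 12.94 at 10 µM, from 11.77, 13.45 and 13.60 on its arrays, against 12.25 at 0 µM (exact permutation test over 3 groups, p = 0.339). Probe sets without a gene name, which the comparisons leave out, also changed: of 4069 tested, 238 were higher and 31 lower at 5 µM than at 0 µM, and 336 were higher and 25 lower at 10 µM than at 0 µM. At 10 µM against 5 µM they were 20 and 31 (39.2% higher), against 69 and 356 (16.2% higher) among probe sets with a gene name. This difference rests on few unnamed probe sets and was not tested.

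A total of 245 genes were lower at 10 µM than at 5 µM, with a median log2 fold change of -1.41. Array scaling as the whole cause is argued against, since 259 genes were lower after quantile normalization. A single deviating 10 µM array is argued against too. The genes called lower without each 10 µM array had medians of -0.965, -1.21 and -1.46 in the array left out. The same 5 µM arrays enter the choice of these genes and their change, so a deviating 5 µM array was not tested this way. Without 5 µM replicate 1, 2 or 3, limma called 176, 185 and 142 genes lower. Lower RNA integrity at 10 µM stays open, because its trend within groups predicted a median of -0.156 (jackknife SE 0.129), small beside the observed change but below 0, and the actin signal differed between the groups so that dose and integrity cannot be told apart. The study gives a minimum integrity score for its RNA, which does not exclude a difference between the groups above it. With the actin signal as a covariate 12 genes were called lower. The median standard error grew from 0.237 to 0.37 while the median change went from -1.41 to -1.21 with all 245 genes of the same sign. An effect of the higher dose on the cells may also account for the falls and was not tested apart from integrity.

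Of the 1166 genes called at 5 µM against 0 µM, 86.7% were higher. Array scaling as the whole cause is argued against by the 78.7% that remained after quantile normalization (exact 95% interval 76.1% to 81.2%), above the 60% written before the test. The exact intervals given here count the called genes as independent, which they are not. They therefore leave out the spread between the cultures. Noise of dim signals stays open, since among the called genes of the brightest 3919 tested genes the share was 62.0% (exact 95% interval 53.1% to 70.4%), against 92.9% in the dimmest 3919. Brightness was the mean over all 9 arrays, so the change itself enters this split, which cannot tell noise apart from it. With low signals raised to the floor the share was 86.4% and with a floor at the 60th percentile 83.8%, so signals below the floor do not make up most of it. RNA integrity predicted a median of -0.068 (jackknife SE 0.078) for the genes called higher, opposite to their observed 1.61 but within 1 SE of 0, so it stays open for part of them. With the actin covariate the median of these 1011 genes was 1.71 with 1009 of the same sign, and the median standard error grew from 0.232 to 0.427. A loss of DNA methylation under 5-Aza may contribute and was not tested, since no methylation was measured here.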

How the results depend on the processing

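The 3 alternatives chosen after seeing the data were low signals raised to the floor, the actin signal as a covariate, and 10 µM replicates 2 and 3 left out. The larger side of the calls was the same in every alternative that called any gene, and most counts stayed within 1.5 times. The exceptions follow, and their causes were not tested. With probe sets in place of genes, which tests more items, 1732 were higher and 320 lower (5 µM against 0 µM), 96 and 426 (10 µM against 5 µM), and 1482 and 421 (10 µM against 0 µM). Without a fold threshold the counts were 2380 and 1561, 815 and 1049, and 2328 and 1565. Student's test per gene called 13 and 101 at 10 µM against 5 µM and 333 and 104 at 10 µM against 0 µM. SAM called 50 higher at 10 µM against 5 µM. Array weights (0.304, 0.266 and 5.30 for the 10 µM arrays) gave 144 and 492 at 10 µM against 5 µM and 321 lower at 10 µM against 0 µM. The actin covariate gave 555 higher at 5 µM against 0 µM (1013 higher and 224 lower beyond 2-fold at an unadjusted p under 0.05), 0 higher and 12 lower at 10 µM against 5 µM (limma; 56 and 285 beyond 2-fold at an unadjusted p under 0.05) and 0 and 0 at 10 µM against 0 µM (605 and 203), where it raised the median standard error of the higher genes from 0.235 to 0.686. Without 10 µM replicates 2 and 3, a single array assumed to vary like the other groups, 65 genes were higher at 10 µM against 5 µM. Gene lists past the test were 2, 1 and 1 with an estimated correlation, 27 and 24 with fry at 10 µM against 5 µM and against 0 µM, and 9 at 10 µM against 5 µM with the actin covariate. The r between both doses was 0.636 without a filter on dim genes. Among the genes named by the rule, HSPB8 at 10 µM against 5 µM turned to 0.73 without _x_at and _s_at probe sets. Where called genes named by the rule had other probe sets above the floor, all had the same sign for 24 of 25, 14 of 15 and 25 of 26 genes. None of these was called for PDIA3, OAS3 and BIRC5 at 10 µM against 5 µM or BIRC5 and TYMS at 10 µM against 0 µM, among others. With the actin covariate 59 of the 891 genes called at 10 µM against 0 µM changed sign. Those named by the rule were SNHG27 (0.57), TACR2 (1.19), TPPP3 (0.16), MAGEB2 (-0.16), FANCG (-0.00056), ZG16 (-0.92) and NNAT (-0.42). In the same comparison 8 called genes changed sign without _x_at and _s_at probe sets and 3 with the mean of the probe sets of a gene. Leaving out each array in turn gave 922 to 1028 higher and 144 to 170 lower at 5 µM against 0 µM, 11 to 88 and 142 to 345 at 10 µM against 5 µM, and 611 to 854 and 149 to 252 at 10 µM against 0 µM. It gave 19 to 20, 14 to 18 and 11 to 15 lists, and r from 0.754 to 0.804 and from -0.593 to -0.506. With the replicate number as a block the counts were 1015 and 152, 29 and 236, and 713 and 179. Same-number arrays did not resemble each other more than others did (r of -0.089 to 0.179 against -0.248 to 0.225), so the cultures were not treated as paired. The actin 3' minus 5' signal rose from replicate 1 to replicate 3 in every group, so a shared order by number is not excluded. The 6 arrays of a comparison make 10 splits into 3 and 3, too few for a share under 0.05. The real split, 1 of the 10, called 1170, 312 and 810 genes in the 3 comparisons, and the highest of the others 0 with limma (at an unadjusted p under 0.05, 6011, 3535 and 4634 genes against 306, 966 and 1174). Genes near the floor, where signal is close to background, limit which low genes can be called.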

Other observations

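Several genes outside the described groups changed strongly. C16orf54 was at least 3.85-fold higher at 5 µM than at 0 µM, BEX2 at least 8.07-fold and the mucin gene MUC15 at least 2.31-fold. ATP6V1C2, a subunit of the vacuolar proton pump, was at least 5.32-fold higher at 10 µM than at 0 µM, and HACE1, a ubiquitin ligase gene, at least 1.98-fold. The zinc finger gene ZNF488 was at least 1.91-fold lower at 5 µM and at least 1.9-fold lower at 10 µM than in the vehicle.

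Genes that were higher at 5 µM stood next to each other on the chromosomes more often than shuffled calls: 129 neighbouring pairs, against a mean of 91.6 in 100000 shuffles within bins of mean signal (permutation test, one-sided p = 4e-05; adjusted p = 0.00024 over 6 tests). Members of one gene family side by side may account for this, since 89 pairs remained once pairs with a shared name stem were left out, against a mean of 82.4 and a 95th percentile of 96 (permutation test, p = 0.228). For the 155 lower genes, 7 such pairs were left against a mean of 1.9 (permutation test, adjusted p = 0.0181). Genes lower at 10 µM than at 5 µM gave 7 such pairs against a mean of 4.8 (permutation test, adjusted p = 0.342). Genes lower at 10 µM than at 0 µM gave 1 against a mean of 2.5 (permutation test, adjusted p = 0.916).

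At 5 µM against 0 µM, 155 genes were lower and 1011 higher here at the thresholds of the study, and 213 lower and 788 higher after quantile normalization. With and without that step the lower count is below and the higher count above the one quoted from the study. After quantile normalization the higher count is only slightly above it. The form of these values does not match the processing of the study.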
